# Identification of microRNA-Like RNAs in the Filamentous Fungus *Trichoderma reesei* by Solexa Sequencing

**DOI:** 10.1371/journal.pone.0076288

**Published:** 2013-10-02

**Authors:** Kang Kang, Jiasheng Zhong, Liang Jiang, Gang Liu, Christine Yuan Gou, Qiong Wu, You Wang, Jun Luo, Deming Gou

## Abstract

microRNAs (miRNAs) are non-coding small RNAs (sRNAs) capable of negatively regulating gene expression. Recently, microRNA-like small RNAs (milRNAs) were discovered in several filamentous fungi but not yet in *Trichoderma reesei*, an industrial filamentous fungus that can secrete abundant hydrolases. To explore the presence of milRNA in *T. reesei* and evaluate their expression under induction of cellulose, two *T. reesei* sRNA libraries of cellulose induction (IN) and non-induction (CON) were generated and sequenced using Solexa sequencing technology. A total of 726 and 631 sRNAs were obtained from the IN and CON samples, respectively. Global expression analysis showed an extensively differential expression of sRNAs in *T. reesei* under the two conditions. Thirteen predicted milRNAs were identified in *T. reesei* based on the short hairpin structure analysis. The milRNA profiles obtained in deep sequencing were further validated by RT-qPCR assay. Computational analysis predicted a number of potential targets relating to many processes including regulation of enzyme expression. The presence and differential expression of *T. reesei* milRNAs imply that milRNA might play a role in *T. reesei* growth and cellulase induction. This work lays foundation for further functional study of fungal milRNAs and their industrial application.

## Introduction

microRNAs (miRNAs) are small non-coding RNAs of 18~25 nucleotides that negatively regulate gene expression by binding to the target mRNAs [1]. Mature miRNAs are processed from primary miRNA transcripts (pri-miRNA) by the endonuclease Drosha, producing a precursor hairpin structure of 60~70 nucleotides, termed pre-miRNAs. The pre-miRNAs are exported from nucleus to cytoplasm, where they are further cleaved by an endonuclease, Dicer, to yield mature miRNAs [2,3]. As a component of RNA-induced silencing complex (RISC), mature miRNAs guide the binding of RISC to mRNA targets, forcing mRNA degradation and/or translational inhibition [4].

Since the discovery of the first miRNA *lin-4* in *Caenorhabditis elegans* [5], miRNAs have been identified in diverse organisms including animals, plants, and unicellular eukaryotes such as algae [6], *Giardia lamblia* [7], and *Trichomonas vaginalis* [8]. The presence of miRNAs in the unicellular organisms suggested that the miRNA pathway is an ancient mechanism of gene regulation [9]. Filamentous fungi are an important group of multicellular eukaryotes with over one billion years of evolution [10]. A variety of small RNAs (sRNAs) and its mediated RNA interference (RNAi) have been shown in ﬁlamentous fungi [11,12]. Recently, several groups reported that miRNA-like sRNAs (milRNAs) also exist in the filamentous fungi, including *Neurospora crassa* [13], *Sclerotinia sclerotiorum* [14] and *Metarhizium anisopliae* [15]. The success of siRNA-mediated gene silencing in *T. reesei* [16,17], an important industrial fungus capable of secreting a large amount of cellulolytic enzymes, suggests the RISC machinery and implies the presence of milRNAs in this fungus. However, neither miRNAs nor milRNAs have been reported in *T. reesei*, raising the question as to whether miRNAs exist in *T. reesei*.

Our purpose in this work is to explore the existence of milRNA in *T. reesei* and characterize their expression profile under cellulase induction. Two sRNA libraries of cellulose induction (IN) and non-induction (CON) were generated and sequenced using high-throughput sequencing technology.

## Materials and Methods

### *T. reesei* sample preparation

*T. reesei* strain QM9414 (ATCC 26921) were grown on potato dextrose agar (PDA) to obtain conidia. A total of 1×10^7^conidia were inoculated into 25 ml of basal medium supplemented with 2% glucose at 28°C for 24 h with shaking at 250 rpm. The basal medium contains 0.4% KH_2_PO_4_, 0.28% (NH4)_2_SO_4_, 0.06% MgSO_4_, 0.08% CaCl_2_·2 H_2_O, 0.0005% FeSO_4_·7 H_2_O, 0.00016% MnSO_4_·H_2_O, 0.00017% ZnSO_4_·7 H_2_O, 0.00037% CoCl_2_·6H_2_O, 0.2% peptone and 0.1% Tween-80. For induction cultivation (IN), 2.5 ml mycelium supernatant was added into 50 ml of basal medium supplemented with 3% Avicel (Sigma PH101) at 28°C for 96 h. The same amount of mycelium supernatant was added into 50 ml of basal medium supplemented with 2% glucose for 72 h, which served as a non-induction control (CON).

### Cellulase activity assays

The cellulase filter paper activity of *T. reesei* culture supernatant was measured with a method provided by Ghose [18].

### RNA extraction and Solexa sequencing

The total RNAs of *T. reesei* IN and CON mycelium were extracted using the mirVana PARIS Kit (Ambion) according to the manufacturer’s instruction. sRNAs of *T. reesei* between 18~30 nucleotides were isolated using denatured polyacrylamide gel electrophoresis (PAGE). After ligated to 5’ and 3’ adapters, the sRNAs were reverse transcribed to cDNA using RT-PCR reaction. The PCR products were sequenced with an Illumina Genome Analyzer (BGI, Shenzhen, China).

### Sequencing data analysis

The final clean reads were obtained by getting rid of the contaminant reads with 5' primer contaminants or polyA and those without 3' primer or insert tag. The sRNA sequences were mapped to the *T. reesei* genome [19] (http://genome.jgi-psf.org/Trire2/Trire2.home.html) using the Short Oligo Alignment Program (SOAP). We used the Rfam database (10.1) to eliminate the sRNAs originated from rRNA, tRNA, snRNA and snoRNA. The hairpin structures of the sRNAs were analyzed using the online tool Mfold [20] (http://mfold.rna.albany.edu/?q=mfold/RNA-Folding-Form). Briefly, the sRNA sequence, as well as the 100 upstream nucleotides and 100 downstream nucleotides were folded using the Mfold software. The minimal free energy (MFE) of the hairpin structure was set as -15 kcal mol^-1^.

### Globally differential expression of sRNAs

The global comparison of sRNA expression between the IN and CON samples was carried out. The procedure is as follows: (1) Normalize the expression of sRNAs in IN and CON samples to get the expression of transcript per million (TPM). Normalization formula: Normalized expression = actual miRNA count/total count of clean reads*1,000,000; (2) Calculate the log_2_ fold change (IN/CON); (3) evaluate the *P*-value using Fisher exact test; (4) graph a volcano plot that shows statistical significance versus fold change of expression on the y- and x-axes, respectively. *P*-values <0.01 were considered statistically significant. sRNAs were divided into three groups: (1) up-expressed sRNAs: log_2_ fold change≥1.0; (2) equally expressed sRNAs: -1.0<log_2_ fold change<1.0; (3) down-expressed sRNAs: log_2_ fold change ≤ -1.0. False discovery rates (FDR) were estimated, which was carried out by R statistical package version 3.0.1 (downloaded from http://www.r-project.org/). milRNAs with FDR< 0.05 for their expression in regression models were defined as differentially expressed miRNAs.

### Analysis of milRNA expression using RT-qPCR method

We evaluated the expression of *T. reesei* milRNAs using the S-Poly(T) RT-qPCR method as described [21]. The 18S rRNA was used as a normalization control and the CON was served as the reference sample. The comparative Ct method (ΔΔCt) was exploited to calculate the relative expression levels of milRNAs. The probe and primers used were listed in Table S1. All analyses were performed in biological triplicate. Statistical analysis was performed with GraphPad Prism 5 using a two-tailed Student’s t-test. A *P*-value<0.05 was considered statistically significant.

### milRNA target prediction and data analysis

The miRanda program was used to predict the potential targets of the *T. reesei* milRNAs. The parameters were set as follows: a gap opening penalty of 8; a gap extension penalty of 2; a score threshold of 90; an energy threshold of -23 kcal mol^-1^; and a scaling parameter of 2 [15]. We used the 1,000 bp sequences downstream of stop codon of all genes in *T. reesei* genome as database for the prediction analysis (http://genome.jgi-psf.org/Trire2/Trire2.home.html) due to the lacking of the 3’ UTR sequence database in *T. reesei*. The Gene Ontology (GO) annotations for predicted protein targets were available on JGI by search with protein ID (TreeseiV2_FrozenGeneCatalog20081022), and followed by functional classification using the WEGO software [22] (http://wego.genomics.org.cn/cgi-bin/wego/index.pl).

### GEO accession numbers

The data obtained from sRNA deep sequencing studies were deposited in the Gene Expression Omnibus database at NCBI (http://www.ncbi.nlm.nih.gov/geo/). The accession number for GEO is GSE46679.

## Results and Discussion

### Overview of *T. reesei* sRNAs in Solexa sequencing

Accumulating evidence indicates the critical regulatory roles of miRNA in various biological processes in animals and plants. Recently, microRNA-like sRNAs (milRNAs) were discovered in fungi *N. crassa* [13], *S. sclerotiorum* [14] and *M. anisopliae* [15]. *T. reesei* is another important industrial fungus while miRNAs or milRNAs have not yet been discovered. To explore the existence of milRNAs in *T. reesei*, two separate *T. reesei* sRNA libraries were generated. First, *T. reesei* was cultivated in basal medium supplemented with 3% Avicel (IN) or 2% glucose (CON), respectively. The cellulase activities of the culture supernatant were measured and the results showed that the IN sample had a significant filter paper activity of approximately 1.10 FPU/ml, while the CON sample had no detectable activity (Figure S1). Next, the mycelium of both samples was subjected to RNA extraction. The quality of the RNA was measured with the Agilent 2100 Bioanalyzer (Table S2). Finally, two sRNA libraries of 18~30 nucleotides from IN and CON samples were prepared and sequenced using Solexa high-throughput sequencing technology.

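The sequencing data comprised 1 sRNA library for each condition. The IN library was made from mycelium grown at 28°C for 96 h with 3% Avicel, a microcrystalline cellulose, and the CON library from mycelium grown at 28°C for 72 h with 2% glucose. Carbon source and culture time therefore differed together between the libraries. No condition had a replicate library, so differences between IN and CON in the sequencing have no replicate check. The paper's RT-qPCR of the milRNAs it found in both samples was done in biological triplicate. The authors merged identical clean reads into different sequences with a read count, aligned these to the *T. reesei* Trire2 genome with SOAP, and deposited each perfectly matched sequence with its count, scaffold, start, end and strand. The counts were not normalized. The deposited tables held 392194 different genome-matched sequences with 6218408 reads for IN, and 126979 with 1751539 reads for CON. A sequence with several genome matches is listed once for each match with the same count, and it was counted once here. Adding the counts of all lines instead would give 8861838 reads for IN and 2387443 for CON. The authors also deposited the sequences of CON that aligned to Rfam, with their class and count, and this list was used to remove rRNA, tRNA, snRNA and snoRNA sequences from both libraries. An Rfam list of IN was not used here, and sequences without a genome match were not analysed here except those on the CON list. Normalized expression (TPM) was calculated as in the paper's methods with the clean reads the paper gives, 7519676 for IN and 8185677 for CON. Shares are given with 95% Wilson intervals, and 3 reads, equal to 0.399 TPM in IN and 0.366 TPM in CON, were taken as the limit that a count of 0 allows. The reads carry no molecular identifiers, so intervals and limits cover counting error only.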

After removing the low quality and adaptor sequences, 7,519,676 and 8,185,677 clean reads were obtained, which represented 664,463 and 529,545 unique sRNA sequences for *T. reesei* IN and CON sample, respectively (Table 1, Figure 1). 

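Among the genome-matched sequences of IN and CON, 53851 of 465322 different sequences, or 11.6%, were found in both libraries. These shared sequences held 7339699 reads, 92.1% of the genome-matched reads of the libraries together. They made up 91.2% of the reads of IN and 95.4% of the reads of CON. A further 338343 sequences with 550006 reads were found only in IN, and 73128 sequences with 80242 reads only in CON. The share of different sequences in both libraries depended most on sequences with a single read, and it was 41.6% when only sequences with at least 2 reads in one library were compared. Sequences without a genome match, which belong to the study's comparison of all clean reads, are not part of these values.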

The comparative analysis showed that the common “unique sRNAs” between the two samples were 8.07% (104,801), which constituted 82.15% (12,902,389) of the total sRNAs (Figure 1). The large number of sRNA sequences corresponding to a minority of the reads in only IN or CON samples suggested that *T. reesei* has a high degree of sRNA sequence complexity.

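In IN, 290966 of the genome-matched sequences, or 74.2%, had 1 read, and they held 4.68% of the genome-matched reads. In CON, 92044 sequences, or 72.5%, had 1 read, with 5.26% of the reads. The 1000 sequences with the most reads held 55.9% of the reads of IN and 61.5% of those of CON. Sequences found in a single library were mostly such single reads, 82.6% of those specific to IN and 95.1% of those specific to CON. The most abundant library-specific sequence had 710 reads in IN and 285 in CON. From the many different sequences that account for few reads, the paper proposes a high degree of sRNA sequence complexity in *T. reesei*.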

**Table 1:** Statistical summary of sRNAs from *T. reesei* IN and CON samples.

	**Reads**	**%**
**IN**		
Total reads	8,040,063	
High quality	7,970,582	100%
3' adapter null	6,855	0.09%
Insert null	4,447	0.06%
5' adapter contaminants	22,916	0.29%
Smaller than 18 nt	416,557	5.23%
PolyA	131	0.00%
Clean reads	7,519,676	94.34%
**CON**		
Total reads	8,640,163	
High quality	8,595,187	100%
3' adapter null	5,601	0.07%
Insert null	4,239	0.05%
5' adapter contaminants	7,301	0.08%
Smaller than 18 nt	392,333	4.56%
PolyA	36	0.00%
Clean reads	8,185,677	95.24%

**Figure 1:**
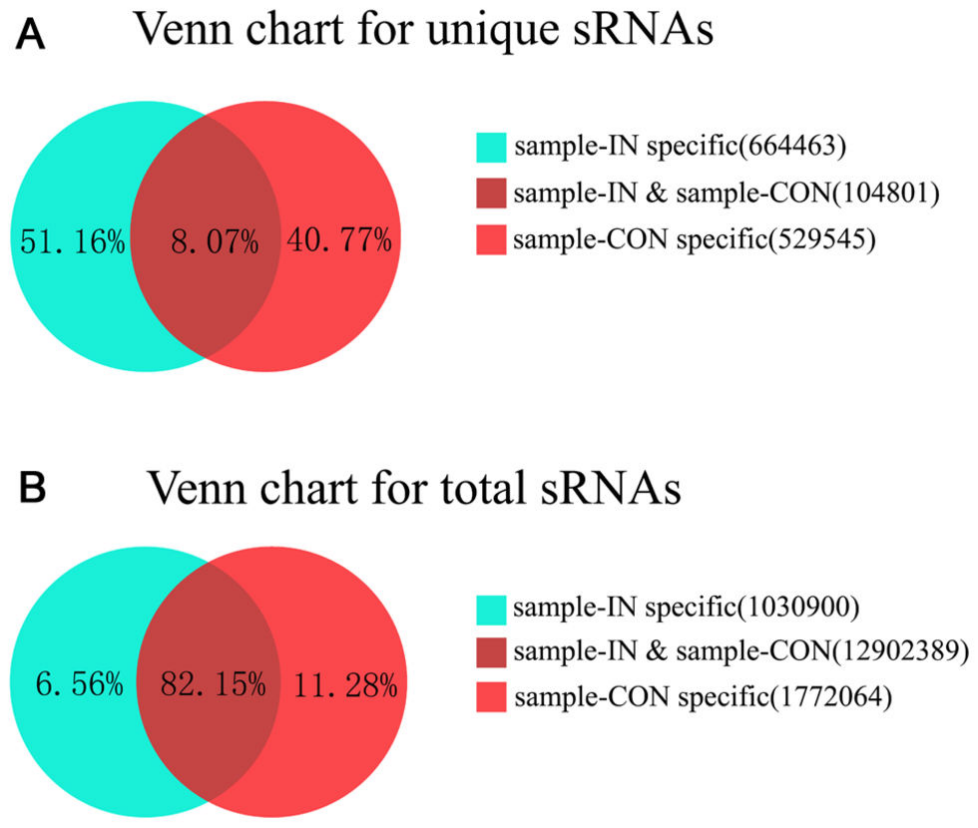
Common and specific sequences between *T. reesei* IN and CON samples. Venn charts show the summary of unique (A) and total (B) sRNAs sequence between *T. reesei* IN and CON samples. The number in brackets indicates the reads of the sequences.

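The genome-matched reads were 82.7% of the clean reads of IN, with a 95% Wilson interval of 82.67% to 82.72%, and 21.4% of the clean reads of CON, with an interval of 21.37% to 21.43%. The matched share of IN was thus 3.86 times that of CON, a log2 difference of 1.95. In the deposited tables the sequences of each library are numbered in order of read count. Of the 100 most abundant sequences, 95 matched the genome in IN and 15 in CON. Most matched reads had a single genome position, 91.0% of those in IN and 92.0% of those in CON.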

All of the unique sequences were then compared with *T. reesei* genome, and the sequences that perfectly matched to the genomes were used for further analysis. 

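The genome-matched sequences were 18 to 35 nt long in IN and 18 to 34 nt in CON. Lengths of 19 to 24 nt made up 69.8% of the reads of IN and 81.6% of the reads of CON. Counted as different sequences, the same lengths made up 79.2% in IN and 80.5% in CON. Reads longer than 24 nt were 25.2% of IN and 11.7% of CON.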

The majority of sRNAs in IN and CON samples was 19~24 nucleotides in length (Figure S2). 

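By reads, the genome-matched sequences of IN were most often 21 nt long, with 918691 reads or 14.8%. Length 21 nt was also the most frequent in IN when different sequences were counted, when sequences on the Rfam list were removed, when the 10 most abundant sequences were removed, and when each genome match was counted. In CON, 23 nt was the most frequent length, with 275287 reads or 15.7% (95% Wilson interval 15.66% to 15.77%), followed by 21 nt with 14.0% and 20 nt with 13.9%. Reads of 19 nt were 11.4% of CON and 9.25% of IN. One site on scaffold 6 gave 110145 of the 23 nt reads of CON, or 40.01%, and 49.2% of its 24 nt reads. In IN the same site gave 13.8% of the 23 nt reads. The most frequent length in CON changed to 20 nt when different sequences were counted, with 21.7% of the sequences, and to 21 nt without the 10 most abundant sequences.

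**Figure D1:**
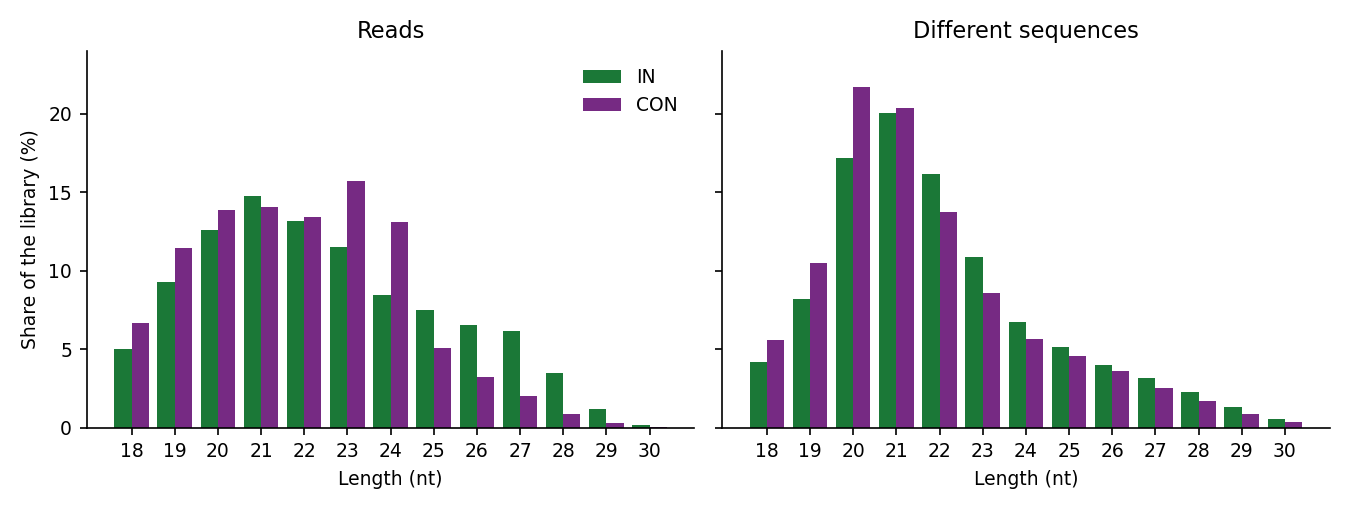
Share of each library (%) at each length (nt) in IN and CON, by reads on the left and by different sequences on the right, for genome-matched sequences of 18 to 30 nt. By reads CON stands above IN at 23 and 24 nt, and by different sequences CON is highest at 20 nt and IN at 21 nt.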

The length of sRNA peaked at 21 nucleotides in the IN library opposed to 19 nucleotides in the CON library, indicating a different predominance of sRNAs in length between the two samples. 

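The sequences of CON on the Rfam list held 1466876 reads, 17.9% of its clean reads. Of these reads 95.3% were rRNA, 4.07% tRNA, 0.627% snRNA and 0.0151% snoRNA. A perfect genome match was found for 15766 of the listed sequences, which held 479389 reads or 32.7% of the listed reads. By class, the matched share of the listed reads was 32.6% for rRNA, 29.5% for tRNA, 67.1% for snRNA and 53.2% for snoRNA. The list also covered 13680 of the matched sequences of IN, with 1769471 reads or 28.5% of its genome-matched reads, against 27.4% in CON. Matched rRNA reads were concentrated in a stretch of scaffold 9 from 1034857 to 1041719, in which every base was covered by reads. This stretch, here called the rDNA block from the class of its reads and not from an annotation, held 79.1% of the genome-matched reads of IN and 72.5% of those of CON. After sequences on the list were removed, it still held 74.9% of the remaining reads of IN and 65.6% of those of CON.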

By aligning the sequences to the Rfam database, a total of 62,755 and 53,881 unique sRNAs from IN and CON samples, which originated from 50,338 and 46,267 rRNA, 10,072 and 6,157 tRNA, 1,981 and 1,340 snRNA, and 364 and 117 snoRNA, respectively, were removed (Figure S3). By doing a sequence alignment among the remaining sRNAs, many species of sRNAs were recognized as the truncated copies of the same sRNA molecule, with the sequence in the highest count representing the sequence of this sRNA. Finally, 726 and 631 sRNAs were obtained from IN and CON samples, respectively, which were subjected to analysis of global expression profile and RNA secondary structure.

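For the collapsing of truncated copies, the sequences left after the Rfam list of CON was applied were taken from the highest read number down. A sequence that overlapped a more abundant one by at least 10 nt on the same strand was treated as its copy, and each representative needed at least 5 reads, the lowest number in Table 2. This gave 4466 sRNAs in IN and 970 in CON. The read minimum moved these numbers most. With at least 2 reads there were 22206 sRNAs in IN and 5289 in CON, and with at least 100 reads there were 337 and 127. The numbers in IN and CON also follow the depth of the libraries, since IN had more genome-matched reads.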

### Global expression analysis of *T. reesei* sRNAs

The differential expression of sRNAs between IN and CON samples were analyzed. The fold change of normalized expression of IN sample to normalized expression of CON sample was calculated for each sRNA. We set the fold change of 2.0 (log_2_ = ±1.0) as a cut-off and divided the sRNAs into three groups: (1) up-expressed sRNAs: log_2_ fold change≥1.0; (2) equally expressed sRNAs: -1.0<log_2_ fold change<1.0; (3) down-expressed sRNAs: log_2_ fold change ≤ -1.0. Among the sRNAs analyzed, there were 513 up-expressed sRNAs, 167 equally expressed sRNAs and 312 down-expressed sRNAs. 

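Representatives were taken over both libraries, which gave 4573 sRNAs. By TPM, 4233 of them were up-expressed, 222 equally expressed and 118 down-expressed. Reads in only one library were found for 2294 sRNAs in IN and 41 in CON, and 990 of those specific to IN had no more than 6 reads. A two-sided Fisher's exact test on the reads, which compares these libraries and not the conditions, gave P under 0.01 for 2338 of the up-expressed and 39 of the down-expressed sRNAs. At a Benjamini-Hochberg adjusted P under 0.05 over the 4573 sRNAs there were 3615 and 56. With 3 reads in place of any lower number, 3389 were up-expressed, 1110 equally expressed and 74 down-expressed. Relative to genome-matched reads instead of clean reads, 3005 sRNAs were up-expressed, 1238 equally expressed and 330 down-expressed, and P was under 0.01 for 542 and 194. The share of up-expressed among the sRNAs past both thresholds was 98.4% by clean reads and 73.6% by genome-matched reads. With the libraries scaled to the median ratio of the sRNAs found in both it was 59.5%.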

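Among the 2238 sRNAs with reads in IN and CON, the median log2 ratio of IN to CON was 2.44 by clean reads and 0.49 by genome-matched reads. The sRNA with the most reads in IN, GGGCGGATGGTTTAGTGGTATAATTTT, has 8 genome matches, one of them on scaffold 13 from 5521 to 5547. It had 52809 reads in IN and 69 in CON, a log2 ratio of 9.70, or 7.26 relative to the median. Its Fisher's exact P was at the lowest value written, 1e-300, as it was for the next 3 sRNAs. AGGAGGTGTAGAATAGGTGGGAGCTT, on scaffold 9 from 1035982 to 1036007, had 49987 and 3106 reads, with a log2 ratio of 4.13 and 1.69 relative to the median. CGACGGCGGGGGCCCCGGGCA, on the same scaffold from 1036761 to 1036781, had 44897 and 7455 reads. Its log2 ratio was 2.71, but 0.27 relative to the median, where it was equally expressed. The sRNA with the most reads in CON, CGGCGCTGAACAGATGAACGGTAA on scaffold 6 from 1345001 to 1345024, had 23322 reads in IN and 111349 in CON. This was the largest fall in TPM, with a log2 ratio of -2.13, or -4.58 relative to the median. ATGTAGATAAGGGAAGTCG, on scaffold 9 from 1036533 to 1036551, had 13438 and 16936 reads, a log2 ratio of -0.21 (Fisher's exact P = 4.5e-37), but -2.66 relative to the median, where it was down-expressed. GAGGAAACTCTGGTGGAGGCTCG, from 1037569 to 1037591, fell from 5750 reads in CON to 2500 in IN, a log2 ratio of -1.08 (exact P = 2.04e-231) and -3.52 relative to the median. The 4 sRNAs on scaffold 9 lie inside the rDNA block although their sequences are not on the Rfam list. From the number of sRNAs that differ between the growth conditions, the paper proposes a role of sRNAs in cellulose-induced cellulase production.

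**Figure D2:**
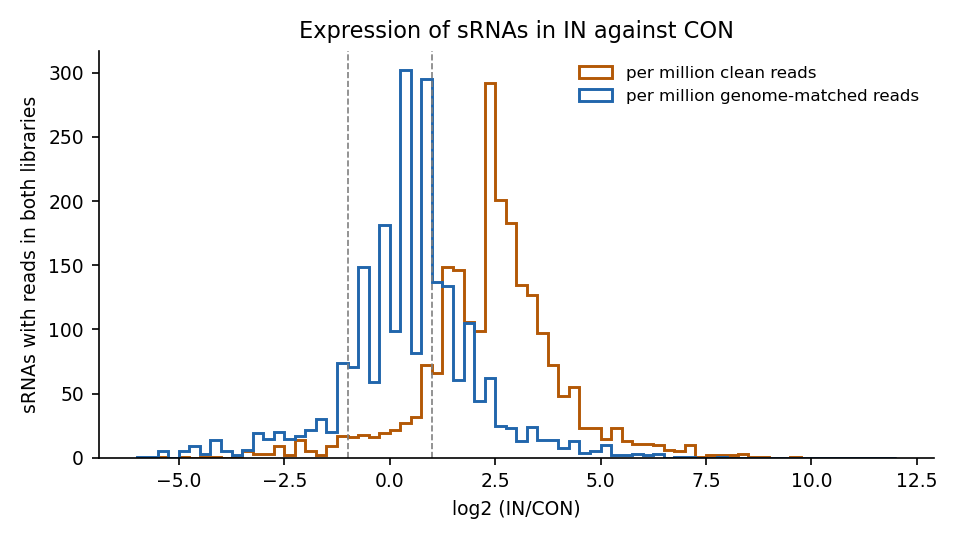
Number of sRNAs at each log2 ratio of IN to CON among the 2238 sRNAs with reads in both libraries, by clean reads and by genome-matched reads, with dashed lines at log2 ratios of -1 and 1. The median lies at 2.44 by clean reads and at 0.49 by genome-matched reads, and the uneven bar heights near 0 come from the small whole numbers of reads.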

The dramatic sRNA expression changes under different growth conditions indicate that sRNAs might play important roles in cellulose induced cellulase production (Figure 2).

**Figure 2:**
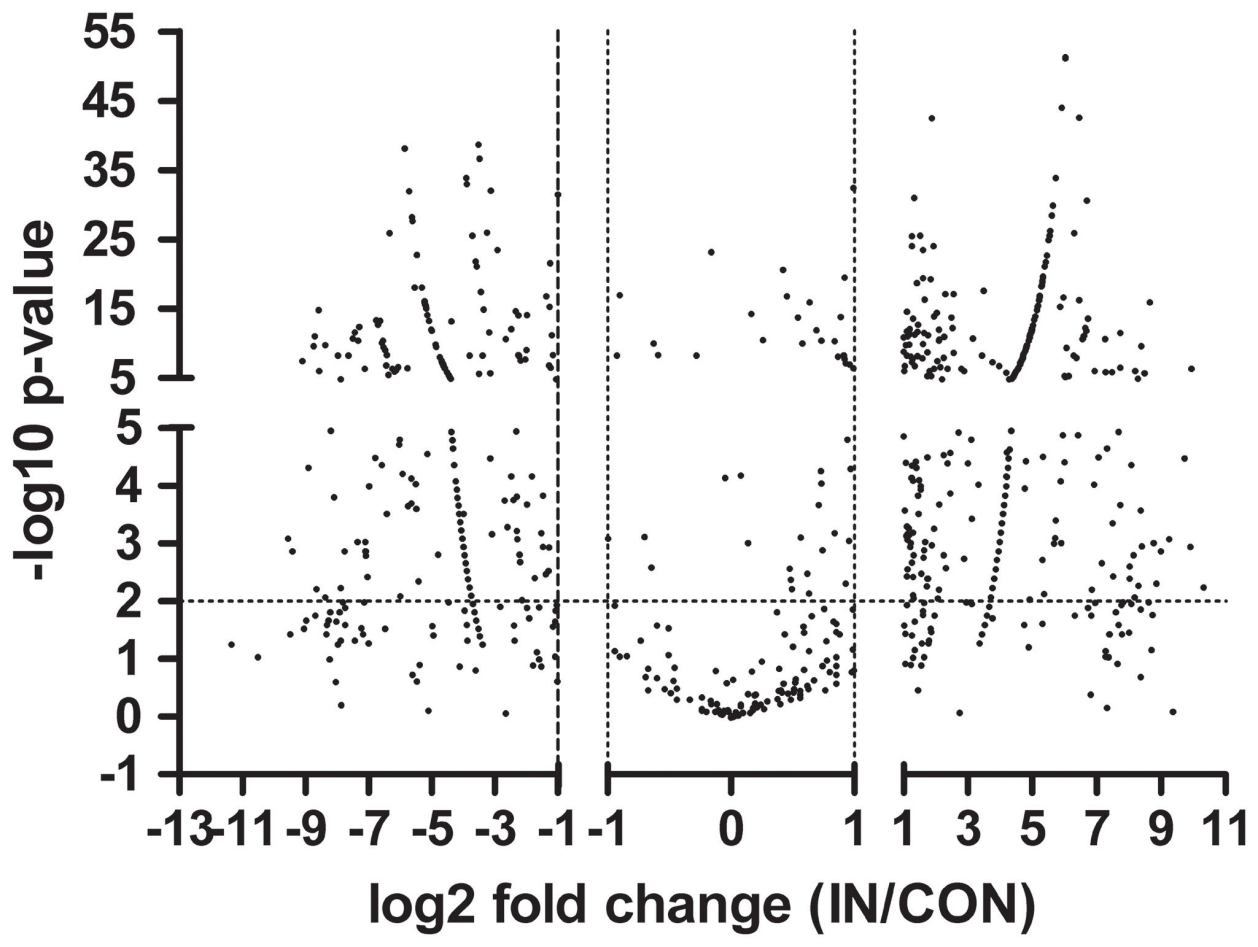
Global expression analysis of *T. reesei* sRNAs. A volcano plot shows the magnitude (fold change; x-axis) and significance (*P*-value; y-axis) of the unique sRNAs between IN and CON samples. The horizontal dashed line indicates the threshold of statistical significance (*P*-value= 0.01). The vertical dashed line shows the fold changes of 2.0 (log_2_ = ±1.0). sRNAs were divided into three groups based on the fold changes (IN/CON) : (1) up-expressed sRNAs: log_2_ fold change≥1.0; (2) equally expressed sRNAs: -1.0<log_2_ fold change<1.0; (3) down-expressed sRNAs: log_2_ fold change ≤ -1.0.

### Identification of milRNAs in *T. reesei*

sRNAs were recognized as potential miRNAs when they were able to form hairpin structure with flanking nucleotide sequences in the genome [23]. To identify the milRNA in *T. reesei*, we used an online tool Mfold to analyze the hairpin structure of the sRNAs in both samples. Setting the criteria is of great importance in miRNA secondary structure prediction. Many criteria have ever been used for the miRNA prediction including the base pairs in a stem, the lengths of the whole hairpin and the hairpin loop, the minimal free energy (ΔG), etc [24]. However, the structures of pre-milRNAs in filamentous fungi might be different from those in animals and plants. For example, the length of pre-milRNAs was about 38 ~ 160 nucleotides in *N. crassa* which possesses a bigger range than that in plants [13]. In this work, we mainly focused on the length of the stem and the ΔG criteria during milRNA prediction. Additionally, GU is a wobble base pair with comparable thermodynamic stability to a Watson-Crick base pair. Thus, the GU base pair was permitted in the Mfold criteria as performed [25].

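All 13 milRNA sequences of Table 2 were present among the genome-matched sequences. Each of them matched 1 genome site except Tre-milR-5, CCCGTTTATCTGATCAACGCCG, which matched scaffold 26 from 411336 to 411357 and scaffold 6 from 1345071 to 1345092, so there were 14 sites. Tre-milR-9, TGGCATGTTAGACAAGTTGCG, lay on scaffold 7 from 984928 to 984948, and Tre-milR-10, AGGCTGTACTGTAGGGCAG, on scaffold 1 from 628677 to 628695. Reads that overlapped a milRNA by at least 10 nt on its strand were compared with its 5' base. For Tre-milR-4, AGCAGCGACGGCGGAACTCTGC on scaffold 8 from 423195 to 423216, 890 of 1039 such reads in IN, or 85.7% (83.4% to 87.7%), started at that base. At the scaffold 26 site of Tre-milR-5 the share was 92.0% of 4486 reads in IN and 94.4% of 1306 in CON. Of these reads 4364 and 1287 also match the scaffold 6 site. Most reads of the scaffold 6 site, 91.4% in IN and 83.2% in CON, started 1 nt upstream of Tre-milR-5. That base is T at scaffold 6 and C at scaffold 26, so such reads cannot match scaffold 26. The high share at scaffold 26 therefore does not show a precise start. At the scaffold 6 site, which was added to this comparison after the data had been seen, only 6.66% of the overlapping reads in IN (6.48% to 6.85%) and 14.3% in CON (13.8% to 14.9%) started at the 5' base of Tre-milR-5. For Tre-milR-3 it was 54.4% of 103 reads in IN and 28.6% of 42 in CON. Only 11.3% of 1766 reads in IN started at the 5' base of Tre-milR-10 (9.88% to 12.8%), and 11.5% of 61 at that of Tre-milR-6. A genome was not used here, so the flanking bases were rebuilt from the perfectly matched reads. At 3 of the 14 sites at least 50 nt on each side were covered, and the covered bases, up to 100 nt on each side, were folded with RNAfold at 37°C. The window of Tre-milR-4, of 172 nt, had a minimal free energy of -64.9 kcal/mol, and 229 of 1000 windows with shuffled dinucleotides folded as stably, against 83 with 50 nt and 155 with 30 nt on each side. The window of Tre-milR-10, of 219 nt, had -71.8 kcal/mol, and 988 of 1000 shuffled windows folded as stably, against 561 and 723 with 50 and 30 nt. At the scaffold 6 site of Tre-milR-5 the window of 199 nt had -97.7 kcal/mol, which 0 of 1000 shuffled windows reached. In this window 19 of the 22 bases of Tre-milR-5 were paired. The number was also 0 with 50 nt on each side, but in that window only 4 of the 22 bases were paired, so its stability does not come from a hairpin that holds Tre-milR-5. With 30 nt the number was 526. For the remaining 11 sites, the scaffold 26 site of Tre-milR-5 among them, no window was folded.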

Thirteen candidate milRNAs were identified in *T. reesei* (Figure 3). The lengths of these *T. reesei* pre-milRNAs were similar to those in plants and animals [24] but much shorter than those reported in *N. crassa* [13]. The number of predicted milRNAs in *T. reesei* is much less than that in animals and plants, but is close to that in filamentous fungi. For example, four milRNAs were presented in *N. crassa* [13]. Two milRNAs and forty-two candidate milRNAs were reported in *S. sclerotiorum* [14], and fifteen in *M. anisopliae* [15]. Furthermore, no miRNA-miRNA* duplex was observed in *T. reesei*, which was yet found in a plant pathogenic fungus *S. sclerotiorum* [14]. 

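A star strand was looked for as reads whose 5' end lies within 2 nt of that of the strand paired with the milRNA, with 2 nt 3' overhangs, in the 3 windows that could be folded. At Tre-milR-4 there were 0 such reads, below the limit of 3 reads. At Tre-milR-10 there were 4 in IN and 0 in CON, out of 6966 and 130 reads on either strand within 100 nt. At the scaffold 6 site of Tre-milR-5, which is not the location given in Table 2, there were 190593 in IN and 258429 in CON. The 5' end searched for there was 1345022, and most of these reads started at 1345024, at the edge of the 2 nt allowed. At the scaffold 26 site, whose window could not be folded, sequences within 100 nt that paired with Tre-milR-5 at 14 or more bases had 7 reads in IN and 1 in CON. This looser search was added after the data had been seen. The scaffold 6 reads came from a stretch of 93 nt, from 1345001 to 1345093 on the minus strand, that folds into a single hairpin of -67.2 kcal/mol with 37 base pairs. Its 5' arm, which includes Tre-milR-5, had 71730 reads in IN and 17966 in CON, and its 3' arm had 192080 and 258572. Of the 5' arm reads 91.4% in IN and 83.2% in CON started at 1345093. Of the 3' arm reads 84.1% and 86.7% started at 1345024. The sequences with the most reads on the arms, TCCCGTTTATCTGATCAACGC and CGGCGCTGAACAGATGAACGGTAA, pair at 17 bases with 3' overhangs of -1 and 1 nt.

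**Figure D3:**
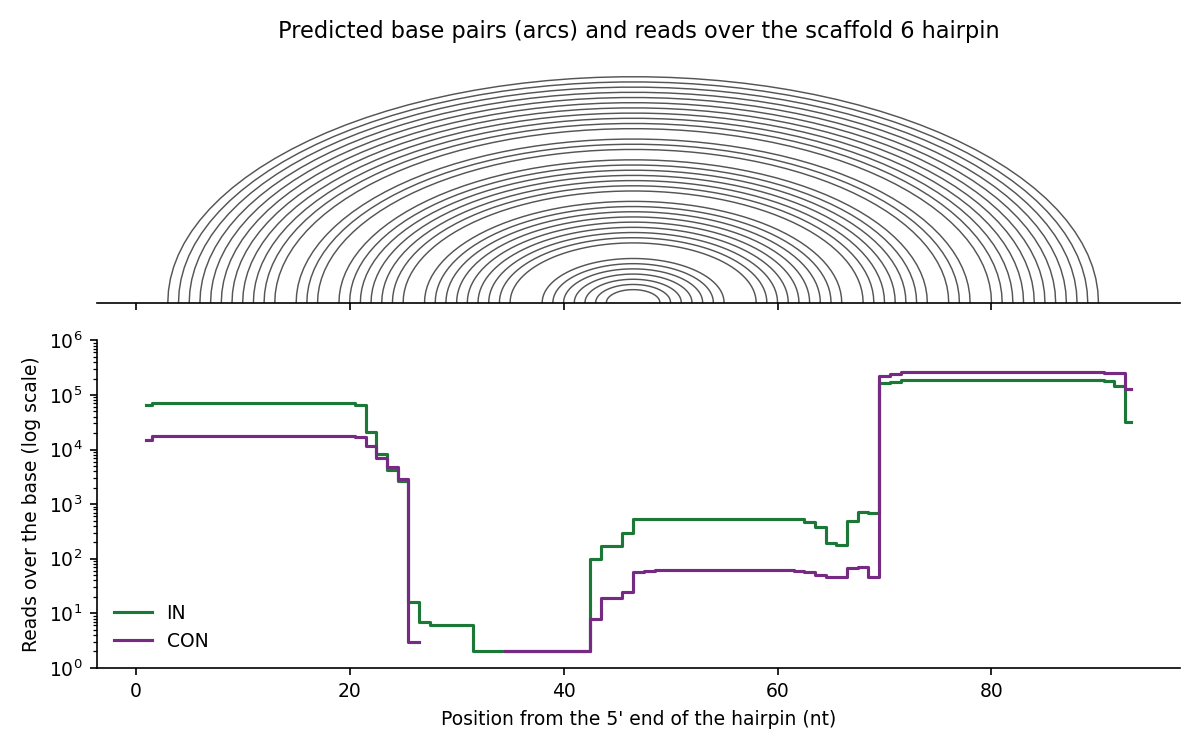
Predicted base pairs as arcs (top) and the number of reads over each base on a log scale (bottom) along the 93 nt of the scaffold 6 hairpin in IN and CON. Reads stand on both arms in both libraries, with more reads on the 5' arm in IN than in CON and more on the 3' arm in CON than in IN.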

Sequence search of *T. reesei* milRNAs on miRBase found no homologues in any other organisms including filamentous fungi, indicating a species-specific feature of *T. reesei* milRNAs.

**Figure 3:**
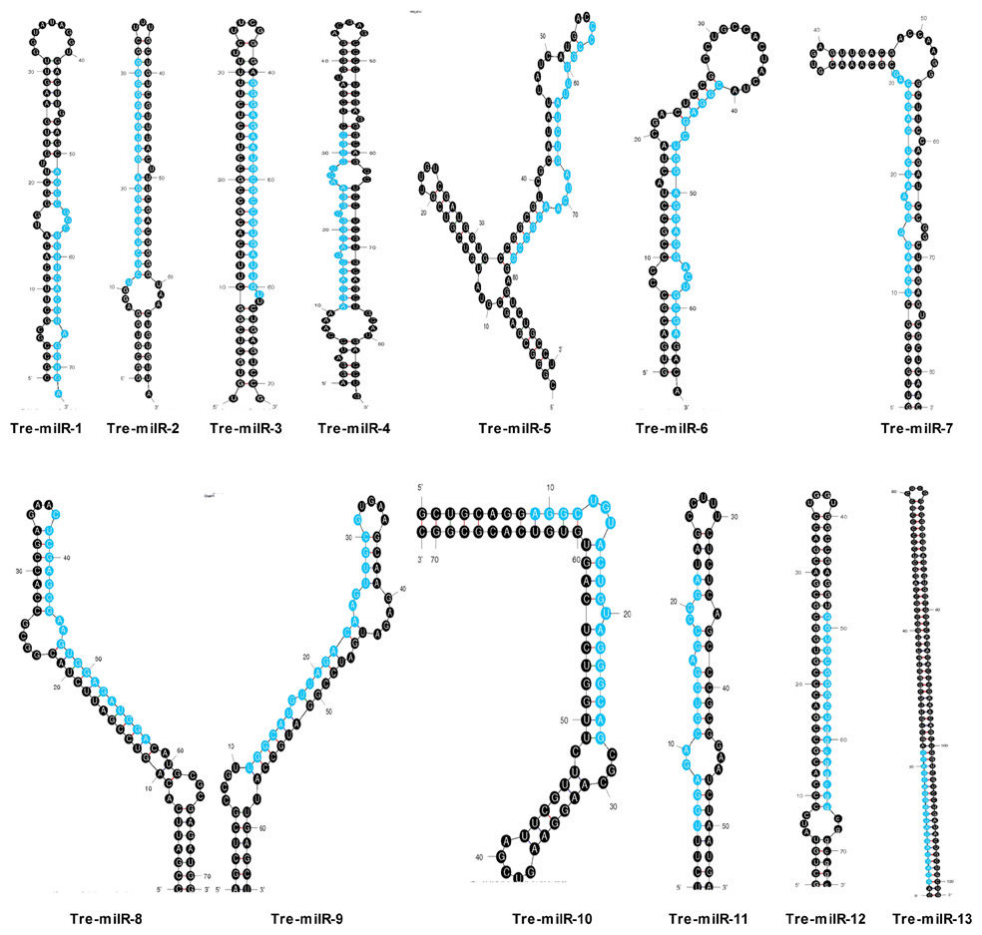
Prediction of *T. reesei* pre-milRNAs hairpin structures. The secondary structures were analyzed with the Mfold software. The mature milRNA sequences were highlighted in blue.

The biogenesis of miRNAs is a multistep process, undergoing the pri-miRNA, pre-miRNA, and mature miRNA steps. Lee demonstrated that *N. crassa* generated milRNA by at least four different pathways involving components of Dicers, QDE-2, the exonuclease QIP, and an RNase III domain-containing protein, MRPL3 [13]. A homology search of the components in miRNA biogenesis showed that there were two Dicer-like and three Argonaute-like proteins in *T. reesei* genome (Table S3), providing evidences for the milRNA existence in this fungus. We thus termed the milRNAs in *T. reesei* as Tre-milRNAs concordant with the nomenclature used in *N. crassa* [13].

### Differential expression of *T. reesei* milRNAs under different growth conditions

Another purpose of this study is to explore the role of milRNAs involved in the *T. reesei* cellulase production. We analyzed the Tre-milRNA expressions between IN and CON samples. 

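Counted as exact sequences among the genome-matched reads, 7 of the 13 milRNAs had reads only in IN, 3 only in CON and 3 in both libraries. Those with reads in both were Tre-milR-3, Tre-milR-5 and Tre-milR-10. Tre-milR-7, Tre-milR-11 and Tre-milR-13 had 1 read in CON and 0 in IN. Tre-milR-1, Tre-milR-2, Tre-milR-4, Tre-milR-6, Tre-milR-8, Tre-milR-9 and Tre-milR-12 had reads only in IN, from 1 read for Tre-milR-8 and Tre-milR-12 to 519 for Tre-milR-4. For 9 of the 13 neither library had more than 3 reads, so at this depth a difference in presence was not detectable for them. When all sequences that overlap a milRNA by at least 10 nt on the same strand were counted, 6 had reads only in IN, 0 only in CON and 7 in both.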

Among the thirteen milRNAs, six were IN-specific, one was unique in CON, and six were present in both samples (Table 2). 

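Tre-milR-3, GGGAGAATGCGCCGTGATTGT on scaffold 20 from 508320 to 508340, had 45 reads in IN and 11 in CON, which is 5.98 and 1.34 TPM and a log2 ratio of 2.15. Its P was 7.14e-07 in Fisher's exact test and 3.09e-06 after Benjamini-Hochberg adjustment over the 13 milRNAs. Relative to genome-matched reads the log2 ratio was 0.20 (exact P = 0.749). Tre-milR-5 had 1953 reads in IN and 933 in CON, a log2 ratio of 1.19 (adjusted exact P = 3.87e-101). Its direction was reversed relative to genome-matched reads, with a log2 ratio of -0.76 (adjusted exact P = 7.74e-37). Tre-milR-10 had 3 reads in IN and 2 in CON, Tre-milR-13 and Tre-milR-7 had 0 and 1, and Tre-milR-8 had 1 and 0, so no fold was calculated for them and their adjusted P was 0.692 or higher. With overlapping sequences counted, Tre-milR-10 had 1766 reads in IN and 47 in CON, a log2 ratio of 5.35, and Tre-milR-8 had 8 and 0, at least 2.90-fold higher in IN (adjusted exact P = 0.00513). In a comparison added after the data had been seen, the overlapping sequences were set relative to genome-matched reads. Tre-milR-10 was then 10.6-fold higher in IN (adjusted exact P = 3.43e-127), while for Tre-milR-8 no difference was detectable (adjusted exact P = 0.462). Tre-milR-7 and Tre-milR-13 had 1 overlapping read in each library.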

Of the six common milRNAs, Tre-milR-3, Tre-milR-5, Tre-milR-10 and Tre-milR-13 were up-regulated while Tre-milR-7 and Tre-milR-8 were down-regulated in IN sample when compared with that in CON sample. Among them, Tre-milR-5 and Tre-milR-10 were in high abundance in both samples, whereas other milRNAs expressed at a relatively low level. 

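The exact sequence of Tre-milR-5 had 259.7 TPM in IN and 114 TPM in CON. Reads at its sites could be separated where sequences match only one of them. Such sequences had 84045 reads at the scaffold 6 site and 141 at the scaffold 26 site, so 99.8% of the reads that can be assigned lie at scaffold 6. The exact sequence of Tre-milR-10 had 0.399 TPM in IN and 0.244 TPM in CON. Around it, 115 different overlapping sequences in IN and 17 in CON gave 235 and 5.74 TPM. Tre-milR-4 had 69.0 TPM in IN and 0 reads in CON, and every other milRNA had 45 reads or fewer in each library.

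**Figure D4:**
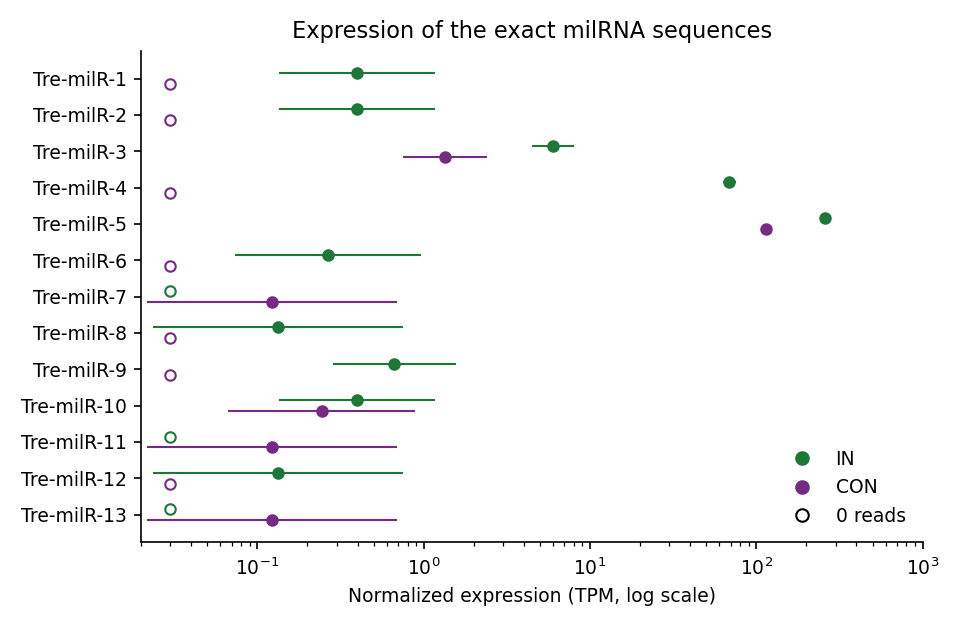
Normalized expression (TPM, log scale) of the exact sequence of each of the 13 milRNAs in IN and CON, with 95% Wilson intervals for counting error. Open circles at the left edge mark 0 reads. Only Tre-milR-3, Tre-milR-4, Tre-milR-5 and Tre-milR-9 have more than 3 reads in a library.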

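Over the 13 milRNAs, the adjusted P was under 0.05 for Tre-milR-3, Tre-milR-4 and Tre-milR-5, all higher in IN by clean reads. With overlapping sequences counted it was under 0.05 for 9, all higher in IN. Relative to genome-matched reads, of the exact sequences only Tre-milR-4 was higher in IN and only Tre-milR-5 lower. With overlapping sequences relative to genome-matched reads, a count added after the data had been seen, 2 were higher in IN, Tre-milR-4 and Tre-milR-10, and 0 lower, when Tre-milR-5 was counted at its Table 2 site alone. When it was counted at both of its sites there were 3 higher, since Tre-milR-5 then had 71852 reads in IN and 17985 in CON, a log2 ratio of 0.17 (adjusted exact P = 2.3e-46). From the presence and fold of the milRNAs in IN and CON, the paper proposes an association with metabolic processes and with cellulase induction.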

The different expression patterns of milRNAs suggested that milRNAs might be associated with the *T. reesei* metabolic processes, specifically with the cellulase induction.

**Table 2:** *T. reesei* milRNAs identified by Solexa sequencing.

milRNA	Sequence (5’–3’)	Length (nt)	Total reads		Location of milRNAs			MFE (kcal mol^-1^)	*P*-value	FDR
			IN	CON	Scaffold	Start	End			
Tre-milR-1	AGCCGGCTGTTGACGTAGGTGA	22	5	0	16	434562	434583	-22.6	7.36E-03	2.94E-02
Tre-milR-2	TCTCTGTTGGAGTTGAGGGGG	21	9	0	4	95498	95478	-23.3	1.27E-03	1.52E-03
Tre-milR-3	GGGAGAATGCGCCGTGATTGT	21	100	53	20	508320	508340	-31.3	3.47E-03	3.93E-03
Tre-milR-4	AGCAGCGACGGCGGAACTCTGC	22	1,018	0	8	423216	423195	-38.0	2.69E-27	1.33E-15
Tre-milR-5	CCCGTTTATCTGATCAACGCCG	22	4,486	1,306	26	411357	411336	-23.5	7.50E-07	1.55E-06
Tre-milR-6	CGGAGCTGGAGGAGGACTGCGA	22	56	0	22	244532	244511	-17.5	2.95E-20	1.40E-15
Tre-milR-7	TCAAGGGGAATCTGAGGCAG	20	112	946	1	494569	494550	-29.5	1.22E-06	2.10E-06
Tre-milR-8	CTCGAGGGAAGTGGAGATGGA	21	22	55	6	551579	551599	-23.5	6.21E-04	7.71E-04
Tre-milR-9	TGGCATGTTAGACAAGTTGCG	21	6	0	7	628677	628695	-18.6	4.22E-03	1.69E-02
Tre-milR-10	AGGCTGTACTGTAGGGCAG	19	1,386	839	1	984928	984948	-20.2	1.26E-03	1.49E-03
Tre-milR-11	TGGAGACGTGGAGCCGGA	18	0	23	9	154864	154881	-15.5	3.23E-07	5.86E-07
Tre-milR-12	GGTGCGGGCTGGCGGCGG	18	54	0	13	231019	231036	-36.2	4.67E-17	1.47E-15
Tre-milR-13	CCAGCAGGACTATGACGACG	20	23	6	18	372972	372953	-138.8	6.35E-04	8.13E-04

MFE: minimal free energy; FDR: false discovery rates.

We further validated the level of milRNAs that were present in both samples with RT-qPCR assay. As shown in Figure 4A, the expression of Tre-milR-3, Tre-milR-5, Tre-milR-10 and Tre-milR-13 in IN sample resulted in a 2.2-, 2.0-, 3.7- and 1.4-fold up-regulation, respectively, when compared with that in CON sample. Moreover, Tre-milR-7 and Tre-milR-8 were 5.2- and 2.4-fold down-regulated in IN relative to CON, respectively (Figure 4B). The results of the RT-qPCR assay showed a good coincidence with the data obtained by high-throughput sequencing.

**Figure 4:**
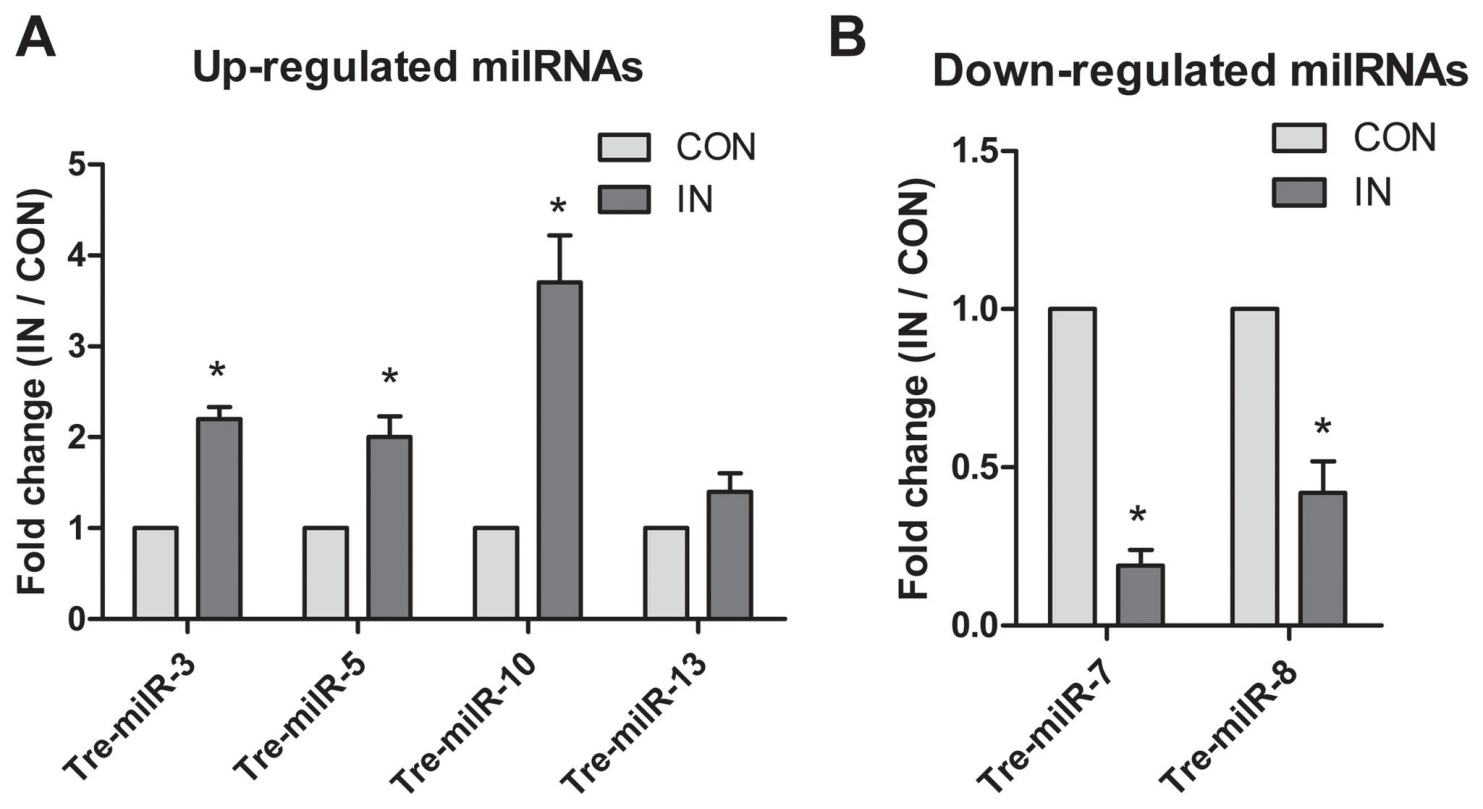
Validation of differentially expressed milRNAs obtained in high-throughput sequencing with S-Poly(T) RT-qPCR method. The expression levels of the selected milRNAs were assayed in both IN and CON. The 18S rRNA was used as a normalization control and the CON was served as the reference sample. All analyses were performed in biological triplicate. Statistical analysis was performed using a two-tailed Student’s t-test. Each bar represents mean ± SD. *P<0.05.

### Target gene prediction of *T. reesei* milRNAs

We applied the miRanda software to predict the potential targets of *T. reesei* milRNAs. Since there was no *T. reesei* 3’ UTR database available, we chose the 1,000 bp sequences downstream of the stop codon of all genes in *T. reesei* genome as a hypothetical 3’ UTR database. The result showed that *T. reesei* milRNAs except Tre-milR-10 could bind to at least one target (Table S4). Surprisingly, Tre-milR-6 was able to match 101 target genes. Intriguingly, Tre-milR-4, an IN-specific milRNA, was predicted to target Cre1, a carbon catabolite repressor. The effects of Cre1 upon the negative regulation of cellulases and hemicellulases expression in *T. reesei* had been extensively reported [26-29]. Whether the significantly expression of Tre-milR-4 under inductive condition promotes the production of cellulases via targeting Cre1 needs further experimental study.

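Tre-milR-4 had no read in CON, either of the exact sequence or of any sequence that overlaps it. The 519 reads of the exact sequence in IN are at least 188-fold higher than the limit of 3 reads allows in CON (P = 9.88e-167, adjusted P = 1.28e-165), and at least 48.7-fold higher relative to genome-matched reads. Within 100 nt of Tre-milR-4 there were 1632 reads on its strand and 241 on the opposite strand in IN, and 0 on either strand in CON. A test of the predicted target was not possible with these data, since the libraries hold sRNAs only.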

The WEGO software was used to perform a Gene Ontology (GO) analysis for functional classification of the predicted targets [22]. The result showed that the predicted targets were involved in different biological processes including substrate binding and catalysis, enzymatic transcriptional and translational regulation, transportation, growth, pigmentation, localization, response to stimulus and many other metabolic process (Figure S4).

## Conclusion

In present work, thirteen predicted milRNAs were identified in *T. reesei* with high-throughput Solexa sequencing. The differential expression profile of milRNAs under inductive and non-inductive conditions suggests that milRNAs might play a role in *T. reesei* growth and cellulase production. This study will serve as a basis for further functional research of fungal milRNAs and their industrial application.

## Supporting Information

Figure S1 ***T. reesei* cellulase filter paper activity assay.**
(DOCX) Click here for additional data file.

Figure S2 **Length distribution of sRNAs in *T. reesei* IN and CON samples.**
(TIF) Click here for additional data file.

Figure S3 **Annotation of sRNAs of *T. reesei* IN (A) and CON (B).** Pie chart showed the unique or total sequences matched to all categories of rRNA, tRNA, snRNA and snoRNA. The number in bracket showed the reads of the sequences.
(TIF) Click here for additional data file.

Figure S4 **GO classification of potential targets of *T. reesei* milRNAs.** The results were summarized in three main categories as follows: cellular component, molecular function and biological process. In total, 196 genes have been assigned GO terms. In some cases, one gene has multiple terms.
(TIF) Click here for additional data file.

Table S1 **Primers used in S-Poly(T) RT-qPCR assay.**
(XLS) Click here for additional data file.

Table S2 **Measurement of *T. reesei* total RNA.**
(XLS) Click here for additional data file.

Table S3 **Components involved in the sRNA biogenesis of *T. reesei* and two other filamentous fungi.**
(XLS) Click here for additional data file.

Table S4 **Predicted targets of *T. reesei* milRNAs.**
(XLS) Click here for additional data file.

# Supplementary material for: Identification of microRNA-Like RNAs in the Filamentous Fungus Trichoderma reesei by Solexa Sequencing
**Source:** PLoS One. 2013 Oct 2;8(10):e76288. doi: 10.1371/journal.pone.0076288
**Supplement:** Figure S1 — T. reesei cellulase filter paper activity assay.

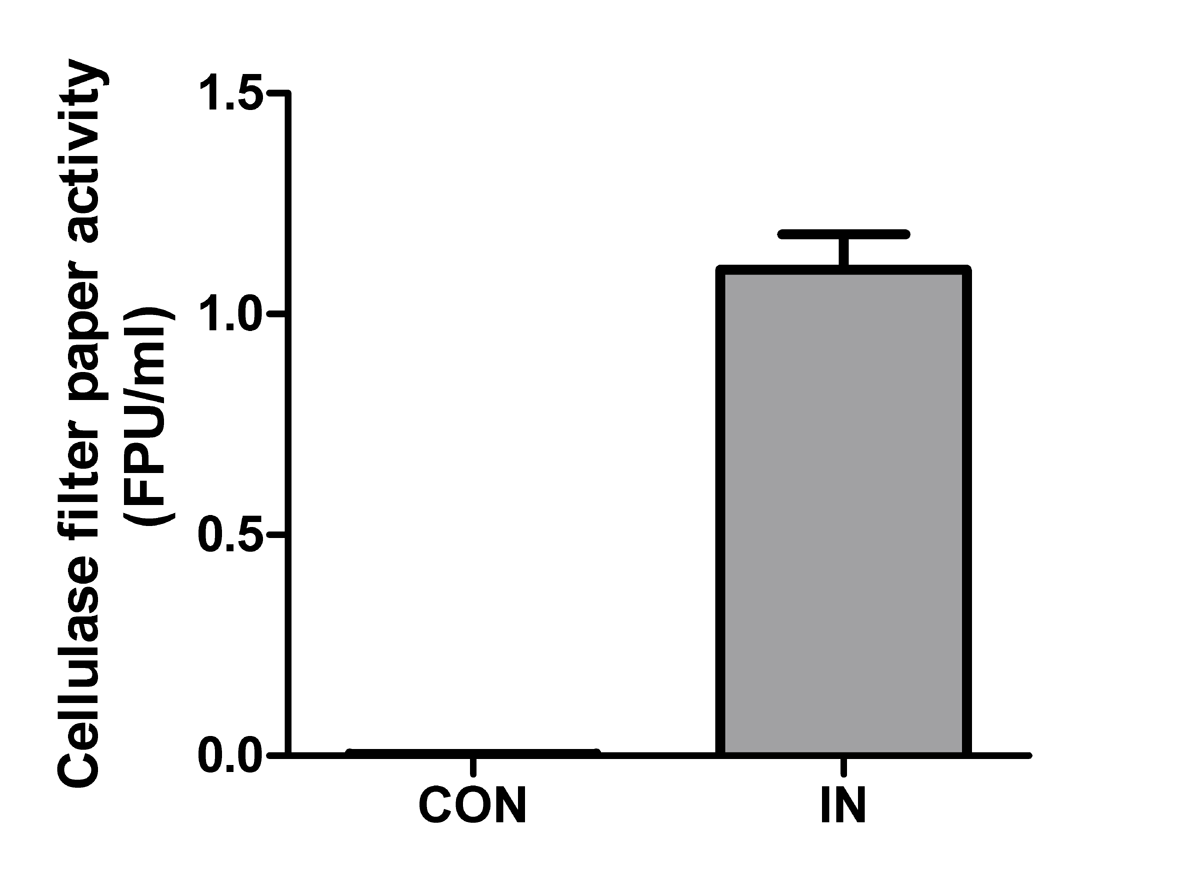

**Additional file 2: Figure S1. The *T. reesei* cellulase filter paper activity assay.** The celulase filter paper activities of the culture supernatant of *T. reesei* CON and IN samples were measured with a method provided by Ghose [[18](#_ENREF_26)]. Analyses were performed in biological triplicate. Each bar represents mean ± SD.

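The assay in this supplement measured the activity of cellulases secreted into the culture supernatant, with filter paper as the substrate, while the sRNA libraries were made from the mycelium of the cultures. It therefore describes the state of induction of the cultures and not the sRNAs. The activity was measured in biological triplicate, whereas each condition had a single sRNA library.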

18. Ghose T: **Measurement of cellulase activities**. *Pure Appl Chem* 1987, **59**:257-268.

How the deposited data were processed for this re-analysis (not part of the article)

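Small RNA of *T. reesei* QM9414 mycelium was sequenced from 1 library per condition, IN (3% Avicel, 96 h) and CON (2% glucose, 72 h), both at 28°C. The authors removed adapters, primer contaminants and polyA reads, merged identical clean reads of 18 nt or more into different sequences, and deposited the count of each sequence that matched the Trire2 scaffolds perfectly with SOAP. The paper's text does not name the SOAP version and settings. The deposited counts are whole reads without normalization. A sequence with several genome matches has 1 line per match, and its count was used once. A second deposited table holds the count, Rfam entry and class of each CON sequence aligned to Rfam, with 1 line per sequence. An Rfam list of IN was not used here, so the CON list was applied to both libraries, and an rRNA or tRNA sequence that is found in IN alone was not removed. Total clean reads were taken from the paper, since the tables hold only the matched part of each library.

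Sequences left after the Rfam list was applied were collapsed from the highest count down. A sequence that overlapped a representative by at least 10 nt on the same scaffold and strand was treated as its truncated copy, and representatives needed at least 5 reads. Counts were normalized to the clean reads (TPM), and the sRNAs were grouped at a fold of 2, as in the paper's methods. Each sRNA was tested with a two-sided Fisher's exact test on its reads against the remaining clean reads, at P under 0.01. P values below 1e-300 were written as 1e-300. The 13 milRNAs of Table 2 were tested in the same way with Benjamini-Hochberg adjustment over the 13. A count of 3 or fewer was taken as the floor, a fold against 0 reads was calculated against 3 reads as a lower bound, and no fold was calculated where both libraries had 3 reads or fewer. With 1 library per condition no spread between replicates could be estimated. The sRNAs named are the 13 milRNAs, the 3 representatives with the most reads in each library, and the 2 with the largest rise and the 2 with the largest fall in TPM. GAGGTGGTCGGCGGTTCA and TCTTATTTTTGGCCCTCGGG were named in addition, after the data had been seen, for their larger falls by log2 ratio.

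A genome was not used here. Bases were rebuilt from the perfectly matched reads, which covered 3957385 positions with 11717662 placed bases and 0 conflicts. The windows of 100 nt on each side of a milRNA that had been planned were complete at only 1 of 14 sites, so the covered bases up to 100 nt on each side were folded where at least 50 nt on each side were covered. This choice was made after the data had been seen. The planned comparison with random genome windows was replaced by 1000 dinucleotide shuffles of the same window. Free energies were calculated with ViennaRNA and not with Mfold, on windows of other lengths than those of the paper, and were not set against those of Table 2. No gene annotation of the scaffolds was used here, so no site is assigned to a gene.

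The settings of the counts, tests and the alternatives named here, other than those said to have been added later, were written before the data were examined. The alternatives were other read minimums, other rules for collapsing, no Rfam filter, sequences with a single genome match, scaling to genome-matched reads or to the median ratio of the sRNAs found in both libraries, 3 reads in place of lower numbers, adjusted P, counts of all overlapping sequences, other flanks and another folding temperature. The test of many sRNAs was tested on simulated data with 4573 sRNAs, of which 200 were changed 4-fold. It recovered 189 of them (94.5%), called 0 in the opposite direction and called 16 of 4373 unchanged sRNAs (0.366%). The unchanged sRNAs also included lower means, so the 0.366% holds for that mix of means. Their reads were drawn at equal rates per clean read in IN and CON, with counting error only. Spread between cultures and the difference in genome-matched share were not simulated. The changed sRNAs had a mean of at least 10 reads before the change, whereas the data were used from 5 reads. Recovery at lower numbers was therefore not tested, as for the 990 sRNAs found only in IN with no more than 6 reads. Of the 53 changed sRNAs with a mean of at least 50 reads, 53 were recovered. The collapsing was tested on 300 simulated loci with 1500 sequences, and 300 loci were found under each of the rules. The calculations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, numba 0.67.0, ViennaRNA 2.7.2 and matplotlib 3.10.9. The RT-qPCR experiment, the target prediction and sequences without a genome match, apart from those on the CON Rfam list, were not analysed here.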

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

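Of the tests in this part, that of single reads and those of strand errors and repeats at Tre-milR-10 were set out before their result was seen, and the other tests were chosen only after it.

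Among different 20 nt sequences, 54.1% of those in IN (95% Wilson interval 53.74% to 54.49%) and 59.7% of those in CON (59.16% to 60.31%) start with T, a property the paper does not report on. By reads of all 20 nt sequences the share was only 24.7% in IN and 25.1% in CON. Base composition would raise T at all positions, but T made up at most 19.6% of the other positions of 20 nt sequences. A preference of the ligation for T would act at all lengths, but at 24 to 26 nt at most 26.7% of the sequences started with T. The pattern is not confined to 20 nt, since the share was 38.0% in IN and 40.7% in CON at 19 nt. At 21 nt it was 38.0% and 39.3%. Among 20 nt sequences with at least 2 reads the smaller of the shares in IN and CON was 49.7%, so single reads with sequencing errors do not account for it. Fragments of Rfam-class RNA do not account for it either, since outside the covered stretches that hold an Rfam-listed sequence the smaller share was 56.5%. By reads, the share outside these stretches was 57.6% in IN and 66.8% in CON. The low share by reads of all 20 nt sequences thus came from reads inside these stretches. A candidate explanation is processing of the sRNAs by an enzyme, or their binding by a protein, that favours a 5' U, and it remains a hypothesis that the libraries cannot test. A difference between the carbon sources was not tested.

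A stretch of 93 nt on scaffold 6 has reads on both arms of a predicted hairpin, outside the locations listed in Table 2. Its 3' arm had 192080 reads in IN and 258572 in CON. Its sequence is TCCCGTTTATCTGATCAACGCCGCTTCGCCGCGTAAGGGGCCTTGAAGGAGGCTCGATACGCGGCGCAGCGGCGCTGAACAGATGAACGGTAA, and 0 of 1000 dinucleotide shuffles folded as stably, which argues against chance pairing of nearby sRNAs. Random breakage of a longer RNA would leave reads across the middle, but 0.0585% of the reads span it. Copies elsewhere in the genome do not supply the reads, since 98.95% of the reads match this site alone. None of its sequences is on the Rfam list, with 0 in IN and 0 in CON. The 5' arm was the higher in IN relative to CON, so the ratio of 3' to 5' arm reads was 2.68 in IN and 14.4 in CON. A difference of the arms between the conditions is open, because each condition has 1 library and ligation of single sequences can differ between library preparations, which was not tested. The site may be a hairpin whose arms are both released, as a hypothesis found and tested on the same data.

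Around Tre-milR-10, 36.5% of the 6966 reads of IN within 100 nt (35.35% to 37.61%) and 30.8% of the 130 reads of CON (23.48% to 39.16%) lie on the strand opposite to it. The intervals of IN and CON overlap, so a difference between them was not detectable at this depth. Strand errors would appear elsewhere too, but the larger share of opposite-strand reads in the rDNA block was 0.187%. Repeats do not supply the reads, since 100% of the reads in each library match this site alone. The covered stretch around it, from 627025 to 629111 on scaffold 1, had 33556 reads in IN and 814 in CON, with 44.3% and 43.1% on the opposite strand. A candidate explanation is a longer double-stranded RNA as the source of these reads, which remains a hypothesis. The higher number in IN is open between carbon source, culture time and library preparation.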

How the results depend on the processing

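The draw-down of IN, the removal of covered stretches, the combined settings, the count at every genome site and the minimum of 2 reads for the first base were chosen after seeing the data, as was the use of covered bases for folding. The cause of the changes in this part was not tested, except where a setting by its construction keeps fewer sequences. No paired analysis was possible because each condition has 1 library.

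The most frequent length of IN was 21 nt under each alternative. That of CON was 23 nt by reads and without Rfam-listed sequences, 20 nt by different sequences and with each genome match counted, and 21 nt without the 10 most abundant sequences. The share of different sequences found in both libraries was 41.6% with at least 2 reads in one library, 8.94% without Rfam-listed sequences and 10.9% at 19 to 24 nt, and the share of reads was 96.3%, 89.05% and 91.5%.

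The number of collapsed sRNAs followed the read minimum, which by construction keeps fewer sequences as it rises. With at least 2 reads it was 22206 in IN and 5289 in CON, with at least 10 reads 2025 and 483, and with at least 100 reads 337 and 127. Treating only contained sequences as copies gave 9318 and 2318. Chained overlaps, no Rfam filter, single genome matches and the removal of covered stretches stayed within 1.5 times of the numbers reported.

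Up-expressed sRNAs outnumbered down-expressed sRNAs under each alternative that was run. Relative to genome-matched reads, 1238 were equally expressed and 330 down-expressed, and 542 up-expressed and 194 down-expressed sRNAs had P under 0.01. Scaled to the median ratio, 2764 were up-expressed, 1260 equally expressed and 549 down-expressed, with 367 and 250 past P. With 3 reads in place of lower numbers 1110 were equally expressed and 74 down-expressed. At an adjusted P under 0.05 there were 3615 up-expressed sRNAs. With the reads of truncated copies added 65 were down-expressed, and 3840 up-expressed sRNAs were past P. With at least 10 reads 1936 were up-expressed, 84 equally expressed and 40 down-expressed, and with at least 100 reads there were 320, 14 and 11, with 320 and 11 past P. Without the covered stretches that hold Rfam-listed sequences 20 down-expressed sRNAs were past P. With genome-matched reads in addition, 2566 were up-expressed, 1028 equally expressed and 282 down-expressed, with 399 and 150 past P. With at least 100 reads and genome-matched reads there were 193, 127 and 25, with 193 and 25 past P. With IN drawn down there were 1022, 350 and 411, with 460 and 143 past P.

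With overlapping sequences counted at the sites of Table 2, or at every genome site, 0 milRNAs were found only in CON and 7 in both libraries, by clean reads and by genome-matched reads, and 9 were higher in IN by clean reads. With overlapping sequences relative to genome-matched reads 2 were higher in IN, Tre-milR-4 and Tre-milR-10 (10.6-fold, adjusted P 3.43e-127), and 0 lower. With every genome site counted there were 3, with Tre-milR-5 in addition (log2 ratio 0.17, adjusted P 2.3e-46). Of the exact sequences 1 was higher and 1 lower in IN relative to genome-matched reads, and scaled to the median ratio also 1 and 1. Tre-milR-3 changed direction with the median ratio (log2 ratio -0.29, adjusted P 0.972) and with overlapping sequences relative to genome-matched reads (-0.53, with an adjusted P of 0.195, or 0.146 when every site of Tre-milR-5 was counted). Tre-milR-5 changed direction relative to genome-matched reads (-0.76, 7.74e-37), with the median ratio (-1.26, 6.76e-93) and with overlapping sequences at the scaffold 26 site relative to genome-matched reads (-0.05, 0.462), but not with overlapping sequences at both of its sites. Over the 13 milRNAs, 39 values were obtained under the 3 alternatives that were not added later. Of these 29 stayed on the same side of the threshold without a reversal, 1 was weaker, 6 were stronger and 3 were reversed. Most of the 29 belong to milRNAs with 3 reads or fewer in each library, which have no direction to keep. Tre-milR-9, with 5 reads in IN and 0 in CON, did not pass the threshold by clean reads (adjusted P 0.0818), and it has no direction under the scalings to genome-matched reads and to the median ratio. Tre-milR-4 was higher in IN under each of them.

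The free energy followed the length of the window. With 50 nt on each side it was -46.5 kcal/mol for Tre-milR-4, -57.2 for the scaffold 6 site of Tre-milR-5 and -36.6 for Tre-milR-10, with 30 nt it was -29.0, -25.0 and -20.3, and at 28°C -78.4, -113.9 and -87.3. When reads starting within 1 nt of the 5' base were counted, the share was 84.5% in IN and 64.3% in CON for Tre-milR-3. It was 97.7% in IN and 98.9% in CON for Tre-milR-5 at the scaffold 26 site. In IN it was 88.0% for Tre-milR-4, 26.2% for Tre-milR-6 and 62.5% for Tre-milR-8. The share of 20 nt reads that start with T, 24.7% in IN and 25.1% in CON, was 54.1% and 59.7% by different sequences, 28.3% and 30.0% without Rfam-listed sequences, 22.6% and 21.4% with at least 2 reads, and 57.6% and 66.8% outside the covered stretches that hold Rfam-listed sequences.

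Depth limits what can be read from the milRNAs. For 9 of the 13 the exact sequence had 3 reads or fewer in each library, so neither a direction nor an absence can be read from it. The comparison with random genome windows was not run.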

Differences from the paper's values

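After collapsing, 4466 sRNAs were obtained in IN against the paper's 726, and none of the alternatives set before the data were examined closed the gap. In CON there were 970 against the paper's 631. With at least 10 reads (483), chained overlaps (772) and single genome matches (916) the number in CON was within 1.5 times of the paper's, and under the other alternatives it was not. With covered stretches that hold Rfam-listed sequences removed, which was chosen after seeing the values, it was 682.

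Up-expressed sRNAs numbered 4233 against the paper's 513, and none of the alternatives set before the data were examined closed the gap at the paper's threshold of fold alone. When P was required in addition, 542 were up-expressed relative to genome-matched reads, 367 with the median ratio, and 460 with IN drawn down, the last chosen after seeing the values. Down-expressed sRNAs numbered 118 against the paper's 312. Relative to genome-matched reads there were 330, which is within 1.5 times of the paper's, and under the other alternatives set before the data were examined the number was not. Among settings chosen after seeing the values, 282 were down-expressed relative to genome-matched reads with covered stretches removed, and 411 with IN drawn down. With P required, 250 were down-expressed with the median ratio and 194 relative to genome-matched reads, of which the 194 is not within 1.5 times of the paper's. Relative to genome-matched reads, the up-expressed number thus came near the paper's only with P required, and the down-expressed number only without it.

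Read numbers of the milRNAs were taken to differ where they were more than 1.5 times apart and the paper's number lay outside the 95% Poisson interval of the number found. By this rule 16 of 26 differ from Table 2 when the exact sequence is counted. Smaller differences, with 3 reads against the paper's 5 for Tre-milR-1 in IN, 5 against the paper's 6 for Tre-milR-9 in IN and 933 against the paper's 1306 for Tre-milR-5 in CON, are not among the 16. In IN, Tre-milR-2 had 3 reads against the paper's 9, Tre-milR-3 had 45 against the paper's 100, Tre-milR-4 had 519 against the paper's 1018, Tre-milR-5 had 1953 against the paper's 4486, and Tre-milR-6 had 2 against the paper's 56. With overlapping sequences counted at the sites of Table 2 these were 11, 103, 1039, 4486 and 61, all within 1.5 times of the paper's. Tre-milR-10 had 3 reads in IN against the paper's 1386 and 1766 with overlapping sequences, and 2 reads in CON against the paper's 839 and 47 with overlapping sequences, so only the number of IN came within 1.5 times. Tre-milR-3 had 11 reads in CON against the paper's 53, and 42 with overlapping sequences. For the remaining numbers none of the alternatives set before the data were examined closed the gap. In IN these were Tre-milR-7 with 0 against the paper's 112, Tre-milR-8 with 1 against the paper's 22, Tre-milR-12 with 1 against the paper's 54 and Tre-milR-13 with 0 against the paper's 23. In CON they were Tre-milR-7 with 1 against the paper's 946, Tre-milR-8 with 0 against the paper's 55, Tre-milR-11 with 1 against the paper's 23 and Tre-milR-13 with 1 against the paper's 6. The scaling alternatives do not change read numbers.

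The P of each of the 13 milRNAs differs from Table 2, and none of the alternatives set before the data were examined closed the gap for a P. It was 0.110 against the paper's 7.36e-03 for Tre-milR-1, 0.110 against the paper's 1.27e-03 for Tre-milR-2, 7.14e-07 against the paper's 3.47e-03 for Tre-milR-3, 9.88e-167 against the paper's 2.69e-27 for Tre-milR-4, 5.96e-102 against the paper's 7.50e-07 for Tre-milR-5 and 0.229 against the paper's 2.95e-20 for Tre-milR-6. It was 1 against the paper's 1.22e-06 for Tre-milR-7, 0.479 against the paper's 6.21e-04 for Tre-milR-8, 0.0252 against the paper's 4.22e-03 for Tre-milR-9, 0.675 against the paper's 1.26e-03 for Tre-milR-10, 1 against the paper's 3.23e-07 for Tre-milR-11, 0.479 against the paper's 4.67e-17 for Tre-milR-12 and 1 against the paper's 6.35e-04 for Tre-milR-13.

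The adjusted P, set against the false discovery rate of Table 2, also differs for each of the 13. It was 0.238 against the paper's 2.94e-02 for Tre-milR-1 and 0.0818 against the paper's 1.69e-02 for Tre-milR-9. With overlapping sequences counted these were 0.0364 and 0.0196, within 1.5 times of the paper's and under 0.05. For the others none of the alternatives set before the data were examined closed the gap. They were 0.238 against the paper's 1.52e-03 for Tre-milR-2, 3.09e-06 against the paper's 3.93e-03 for Tre-milR-3, 1.28e-165 against the paper's 1.33e-15 for Tre-milR-4, 3.87e-101 against the paper's 1.55e-06 for Tre-milR-5, 0.426 against the paper's 1.40e-15 for Tre-milR-6 and 1 against the paper's 2.10e-06 for Tre-milR-7. They were 0.692 against the paper's 7.71e-04 for Tre-milR-8, 0.878 against the paper's 1.49e-03 for Tre-milR-10, 1 against the paper's 5.86e-07 for Tre-milR-11, 0.692 against the paper's 1.47e-15 for Tre-milR-12 and 1 against the paper's 8.13e-04 for Tre-milR-13. With overlapping sequences counted, the adjusted P of Tre-milR-2 was 6.57e-04, of Tre-milR-6 1.02e-10, of Tre-milR-8 0.00513 and of Tre-milR-10 4.33e-300, so these pass 0.05 by clean reads. With overlapping sequences relative to genome-matched reads, a setting chosen after seeing the values, only Tre-milR-10 of these passes it.

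The paper states a peak at 19 nt for CON, where 23 nt was found, or 20 and 21 nt under the alternatives. The lengths found here cover genome-matched reads, 21.4% of the clean reads of CON. The paper's sentence on the peak does not name its set of reads, so the sets may differ. The groups of milRNAs by presence were 7 in IN alone, 3 in CON alone and 3 in both, where the paper gives 6, 1 and 6, and with overlapping sequences they were 6, 0 and 7. The paper gives directions for Tre-milR-7, Tre-milR-8, Tre-milR-10 and Tre-milR-13, which had 3 reads or fewer in each library, and it places Tre-milR-10 among the abundant milRNAs. For these milRNAs the paper also reports RT-qPCR in biological triplicate with the directions it gives. That experiment was not analysed here. With overlapping sequences Tre-milR-10 was higher in IN, the direction the paper gives, by clean reads and by genome-matched reads. Tre-milR-8, which the paper states to be lower in IN, had 8 overlapping reads in IN and 0 in CON, which is higher in IN by clean reads and not a detectable difference relative to genome-matched reads (adjusted exact P = 0.462). Tre-milR-6 is listed by the paper without reads in CON, where 10 overlapping reads were found. The start and end of Tre-milR-9 and Tre-milR-10 in Table 2 are exchanged relative to the genome matches, while their scaffolds are the same. The paper states that no milRNA duplex was seen, and at the scaffold 6 site of Tre-milR-5, which Table 2 does not list, 190593 reads in IN and 258429 in CON lay on the paired strand.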

Other observations

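The tests of adapter remains and of the draw-down were set out before their result was seen, and the other tests of this part were chosen only after it.

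The genome-matched share of clean reads was 82.7% in IN and 21.4% in CON. Of the reads of CON without a genome match, 15.35% are on the Rfam list. They were compared with all covered stretches that hold a matched Rfam-listed sequence, of whatever family. Single-base substitutions from sequencing errors or strain differences would leave 1 to 3 mismatches, but 63.5% of these reads had 4 or more. The comparison allowed no gaps, so an inserted or deleted base could also give 4 or more. Adapter remains or added bases would leave an exact stretch at the 5' end, which 0.637% of the reads with 4 or more mismatches had over 16 bases. The 36.5% of reads with 1 to 3 mismatches were not part of this test. It therefore cannot decide on additions of up to 3 bases. RNA of another organism in the CON library is a candidate explanation that passed its test, since 98.7% of the 47967 unmatched 5S rRNA reads had 4 or more mismatches while 21047 reads of 5S rRNA matched the genome in the same library. It is a hypothesis, and part of the evidence goes the other way, since only 13.9% of the unmatched reads of the Rfam family 5_8S_rRNA had 4 or more mismatches. The comparison reaches only bases that are covered by matched reads, 59334 bases in all, so a T. reesei sequence outside them would also count as distant. By the study's total of shared reads, sequences found in both libraries without a genome match held at least 4261422 reads of CON. They held at most 1301268 reads of IN. Their unscaled reads in CON are thus at least 3.27 times those in IN. CON also had more clean reads, 8185677 against 7519676, so the lowest possible ratio per clean read is smaller. The carbon source and the culture time differ between the libraries and remain open as causes.

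More sRNAs were higher in IN than in CON. If the larger genome-matched share of IN were the whole cause, scaling to genome-matched reads would balance the calls past P, but 73.6% were up-expressed (95% Wilson interval 70.34% to 76.7%). If the greater number of sRNAs that reach the read minimum in IN were the cause, drawing IN down to the genome-matched reads of CON would balance them, but 76.3% were up-expressed (72.73% to 79.51%). With the median ratio the share was 59.5%, so the size of the excess depends on the scaling. Carbon source, culture time and library preparation remain open, and none of them could be tested.

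Further 2-armed hairpins among abundant sRNAs were looked for and not found. Of 990 pairs of nearby abundant sRNAs, 41 met the pairing criteria, against 40 when the sequence of one was reversed. Outside the rDNA block these were 4 and 8 of 144 pairs. With any overhang allowed 109 and 97 of the 990 pairs met the criteria. The criteria with overhangs also missed the scaffold 6 pair itself, which has overhangs of -1 and 1 nt, and it was found only with any overhang allowed.

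The highest sequence number was 769264 in IN, equal to the specific and shared sequences the paper gives for IN, and 634334 in CON, against 634346 from the paper's numbers.

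Fisher's exact test was also applied to the read numbers printed in Table 2 with the paper's clean reads. This gave 1.54e-05 for Tre-milR-3, 3.05e-150 for Tre-milR-7 and 2.52e-42 for Tre-milR-10, against the paper's 3.47e-03, 1.22e-06 and 1.26e-03. For Tre-milR-11 and Tre-milR-13 it gave 3.54e-07 and 6.61e-04, against the paper's 3.23e-07 and 6.35e-04.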
